A study of Mus musculus with 3 samples. Its data were reported in "A combination treatment based on drug repurposing demonstrates mutation-agnostic efficacy in pre-clinical retinopathy models" (2024).

How the data were processed

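Retinas of mice aged 8 weeks were dissociated with papain, and 1 pooled droplet library was made for each of 3 groups: WT, rd10-vehicle and rd10-TMB. Per the labels, 1 retina from each of 4 mice was pooled per group, while the text of the study gives fewer mice for the rd10 groups. Which holds could not be told from the data. The authors aligned the reads to mm10 with Cell Ranger under default settings, combined the matrices with Cumulus, removed doublets with Scrublet before deposit and kept cells with at least 500 detected genes in Seurat. They clustered the cells after correcting for library with Harmony.

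The deposited matrix holds natural log values, ln(1 + UMIs per 10000 UMIs of the cell). The deposited cell table gives the total UMI count of each cell, its number of detected genes, its library and a cluster number from the authors. Each of the 32620606 entries was turned back into a UMI count with the total of its cell, and 100% of them came out whole within 0.001 UMI. The recovered counts summed to the deposited total in 15242 of 15242 cells. No cell filter was added. The highest mitochondrial share of UMIs in any cell was 20.0%. No doublet caller was run here, since doublets had been removed before deposit, and the 5% of cells with the most UMIs per class and library were left out as an alternative.

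Clusters were named from 197 marker entries, of which 196 were in the matrix. A marker counted where its CPM in the cluster was at least 2-fold its CPM in the rest of the cells and at least 20 CPM. A name needed 3 such markers and at least 1 of them among the top 10 genes by fold. Clusters 5 and 9 were joined as amacrine-like and clusters 7 and 8 as OFF cone bipolar-like. Cluster 3 was taken as the ON cone bipolar-like class, and cluster 10 was kept by its number because it also carried amacrine transcripts. Clusters 6, 18 and 20 were left unnamed. The names were rebuilt here and may not match those of the study in each cluster. Microglia-like cells numbered 6 in WT and were not compared between groups. Classes with fewer than 50 cells in a library were not used for profile distances.

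Cells are not replicates, so UMIs were summed per class and library and scaled to CPM, and no p-value was computed. The authors tested genes over cells with MAST, which is not used here. Log2 ratios had a pseudocount of 1 UMI per library. Sums carry exact Poisson intervals, shares exact Clopper-Pearson binomial intervals and ratios exact conditional intervals, all at 95% and covering counting error only. Intervals of list medians came from 1000 Poisson redraws. The percentile of a list is its place among 10000 random lists of the same size matched on mean expression, drawn from the 50 nearest genes. It describes these libraries and is not a test. For a count of 0, the limit is that of 3 counts. Distances used genes with a mean of at least 50 thinned UMIs and 100 simulated draws for the noise level. The shift of rd10-changed genes was set against simulated libraries with a shared WT library and no treatment effect. For shares of cells with a UMI, each cell was thinned to 1000 UMIs and shallower cells were left out.

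The comparisons, marker lists, gene lists and first set of alternatives were chosen before the data were examined. Genes were named by this rule: each listed gene with at least 20 UMIs in its class; in MG-like cells, the 5 highest and 5 lowest ratios for each pair of libraries among genes with at least 200 UMIs over both; and in rod-like, RBC-like, ON cone bipolar-like and cone-like cells, the 3 highest and 3 lowest for rd10-TMB over rd10-vehicle. Sex-linked genes were left out of the ranked parts, and 1 ranked gene is not reported here. The stress and raised lists, and the cone genes apart from the opsins, were taken from the genes that the study named on these same libraries. The gene that the study prints as Nurp1 was taken as Nupr1. Further lists were added for the closing section: 5 glucocorticoid-responsive genes, ribosomal protein genes, haemoglobin genes, 7 amacrine markers and crystallin genes.

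Coordinates are those of the RefSeq annotation of mm10 (GRCm38), which gave a position for 16895 of the 18545 genes by symbol. The rd10 change in Pde6b is a point mutation, which tag counts cannot show, so the genotype was not checked from expression.

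The alternatives were median-of-ratios size factors, totals without mitochondrial and ribosomal protein genes, the mean over cells, a pseudocount of 0.1 UMI, cells with at least 1000 genes, cells with a mitochondrial share of 10% or less, leaving out the 5% of cells with the most UMIs, thinning to 1000 UMIs, a k-means clustering, WT cells with Xist and no Y-linked UMI, leaving out rod markers, other count minimums of 20 and 200 UMIs, a 1.5-fold limit and another denominator for shares. The k-means clustering used 40 clusters on 30 components of 2000 variable genes.

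The scripts were tested on simulated Poisson counts of class sums with 200 genes changed by 1 on the log2 scale. For rd10-TMB over rd10-vehicle in MG-like cells, the sign was recovered for 100% of them over 10272 genes, and 95.3% of the intervals held the true ratio. For the ON cone bipolar-like class the sign was recovered for 99.5% over 7118 genes, and 95.7% of the intervals held the true ratio. Sign recovery was not tested for smaller changes, and UMIs clumped in few cells were not simulated. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.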

Results

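Single-cell RNA sequencing was performed on dissociated retinas of dark-reared mice aged 8 weeks. The rd10 strain carries a point mutation in Pde6b, a rod phosphodiesterase gene, and loses its rods and then its cones. TMB is a mixture of tamsulosin, an adrenergic alpha-1 receptor blocker, metoprolol, a beta-1 receptor blocker, and bromocriptine, a dopamine D2-like receptor agonist, given in the chow. There were 3 groups with 1 pooled library each: wild-type mice (WT), rd10 mice on plain chow (rd10-vehicle) and rd10 mice on TMB chow (rd10-TMB). Per the labels, each library pooled retinas of 4 mice, while the text of the study gives fewer mice for the rd10 groups. With 1 library per group there were no replicates and no test between groups was possible. All 95% intervals are counting intervals only, so a difference beyond them holds for these libraries and not for the conditions.

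The matrix held 15242 cells and 85078013 unique molecular identifiers (UMIs) over 18545 genes. The WT library had 4478 cells, 18882951 UMIs and a median of 3509.5 UMIs per cell. The rd10-vehicle library had 5952 cells, 37002532 UMIs and a median of 4811.5 UMIs per cell. The rd10-TMB library had 4812 cells, 29192530 UMIs and a median of 4772.5 UMIs per cell. The median number of detected genes per cell was 1783 in WT, 2149 in rd10-vehicle and 2173.5 in rd10-TMB. Every deposited cell had at least 500 detected genes, so the stated filter left the same cell numbers. The WT library was the shallowest, which limits comparisons with it in some classes.

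Sex-linked transcripts were read as a check of the labels, since both rd10 libraries are labelled female. Xist was seen in 94.6% of rd10-vehicle cells (exact binomial interval 94.0 to 95.2%) and in 91.8% of rd10-TMB cells (91.0 to 92.6%). In WT it was seen in 44.0% of cells (42.6 to 45.5%). The Y-linked gene Ddx3y had 938 UMIs in WT and 0 in either rd10 library, and Eif2s3y had 1324 UMIs in WT, 0 in rd10-vehicle and 1 in rd10-TMB. Kdm5d and Uty had 348 and 429 UMIs in WT and 0 in both rd10 libraries. A count of 0 allows a share of cells with a UMI of up to 0.0504% in rd10-vehicle and 0.0623% in rd10-TMB. In WT, 39.1% of cells had Xist and no Y-linked UMI, 31.7% had a Y-linked UMI and no Xist, 4.94% had both and 24.3% had neither. The WT library therefore held cells of both sexes, and sex is mixed into each comparison with WT.

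How the cell classes were divided in each library was examined next. The deposited clusters carry numbers only, and names with the ending "-like" were given from marker genes. Rod-like cells made up 26.4% of the WT library (25.1 to 27.7%), 9.34% of rd10-vehicle (8.61 to 10.1%) and 15.5% of rd10-TMB (14.5 to 16.6%). The filter on detected genes moved these shares most, to 9.44%, 2.39% and 5.28% when cells with fewer than 1000 genes were left out. The order of the 3 libraries was the same under each of the 4 alternatives tried for shares. Müller glia-like cells (MG-like) made up 11.8% (10.9 to 12.8%), 41.9% (40.6 to 43.1%) and 36.3% (34.97 to 37.7%) in the same order. With MG-like cells left out of the denominator, the rod-like shares were 29.9%, 16.1% and 24.3%. Rod bipolar-like cells (RBC-like) made up 9.04%, 12.2% and 13.4%, and cone-like cells 6.21%, 9.11% and 8.56%. The largest ON cone bipolar-like cluster held 8.62%, 8.42% and 8.27%, and OFF cone bipolar-like cells 6.10%, 5.49% and 5.57%. Shares depend on which cells survive dissociation and on the droplet filter, so they are shares of recovered cells and not of the retina. In dark-reared rd10 mice of about this age, the study imaged the outer nuclear layer, which holds the photoreceptor nuclei. Its thickness did not differ between vehicle and TMB. The study called this measure insensitive at that stage, since the layer was still rather well kept.

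Amacrine-like cells fell from 16.9% in WT (15.8 to 18.0%) to 1.76% in rd10-vehicle (1.45 to 2.13%) and 1.72% in rd10-TMB (1.38 to 2.13%). These were 756, 105 and 83 cells. Cluster 10, which is ON-like but also carried amacrine transcripts and was kept by its number, held 5.34%, 1.80% and 2.56%, and the unnamed cluster 6 held 3.95%, 3.02% and 3.16%. Endothelial-like cells made up 3.06%, 2.62% and 2.08%. Retinal ganglion-like cells numbered 37, 3 and 3, and lens-like cells 0, 18 and 19. No lens-like cell among 4478 allows a share of up to 0.0670% in WT.

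**Figure D1:**
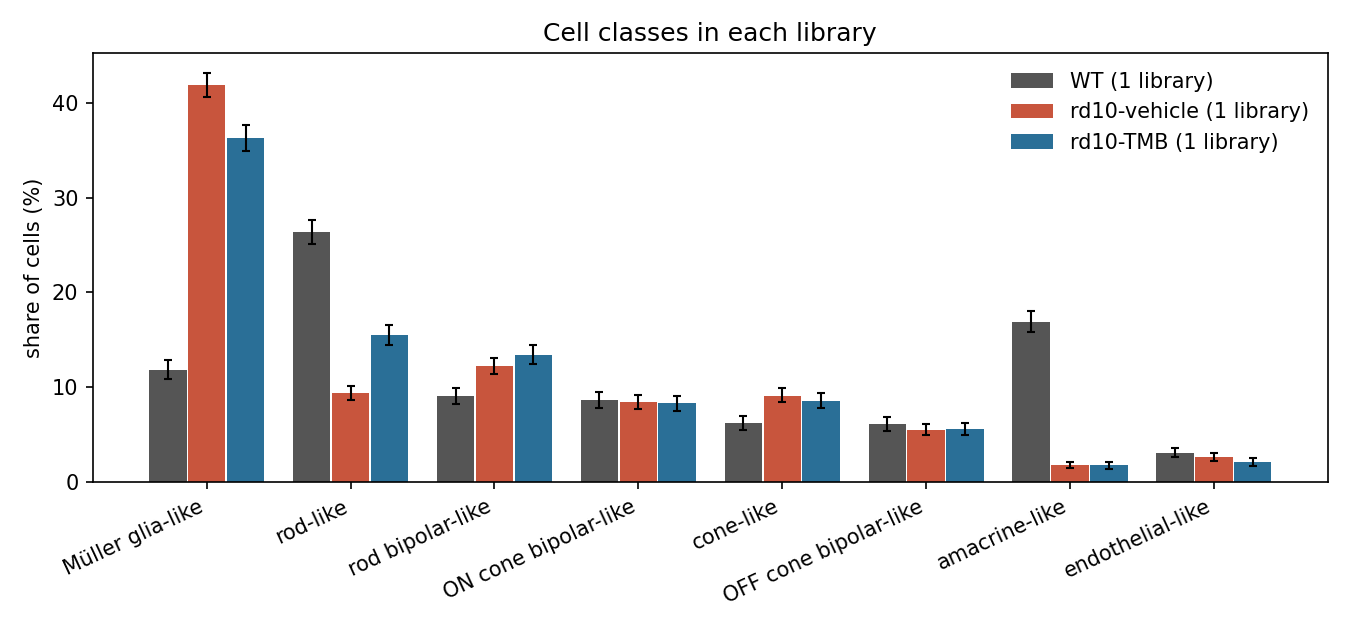
Share of cells (%) in each class for the WT, rd10-vehicle and rd10-TMB libraries (1 library each), with exact 95% binomial intervals as error bars. Rod-like cells were at 26.4%, 9.34% and 15.5%, and MG-like cells at 11.8%, 41.9% and 36.3%.

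Whether TMB brought the transcriptome of a class nearer to WT was measured as a distance, the median absolute log2 ratio of CPM over genes (CPM being the UMIs of a gene in a class scaled to a fixed class total), after the class sums of the 3 libraries had been thinned to the same number of UMIs. In MG-like cells the distance to WT was 0.206 for rd10-vehicle (0.201 to 0.212) and 0.198 for rd10-TMB (0.193 to 0.203) over 7431 genes. Counting noise alone gave 0.102. The rd10-TMB to rd10-vehicle distance was 0.135 (0.131 to 0.139). Thinning each cell to 1000 UMIs turned the order round, with 0.230 for rd10-vehicle and 0.244 for rd10-TMB. The rd10-TMB library was nearer to WT than rd10-vehicle in 11 of 14 settings, and the differences were small in all of them.

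In rod-like cells the distances to WT were 0.2202 for rd10-vehicle and 0.214 for rd10-TMB, with overlapping intervals and noise at 0.123. RBC-like cells of rd10-TMB were slightly farther from WT (0.158; 0.153 to 0.163) than those of rd10-vehicle (0.148; 0.143 to 0.153), and were nearer in 0 of 14 settings. In ON cone bipolar-like cells both distances were 0.204. In cone-like cells they were 0.173 for rd10-vehicle and 0.180 for rd10-TMB, with overlapping intervals. In OFF cone bipolar-like cells they were 0.150 and 0.157. The rd10-TMB library was nearer to WT in 12 of 14 settings in rod-like, 8 in ON cone bipolar-like and 2 in cone-like cells. In cluster 6 they were 0.198 and 0.209, in amacrine-like cells 0.219 and 0.222, and in endothelial-like cells 0.2203 and 0.2207. The intervals overlapped in each of these. The largest gap was in cluster 10, with 0.281 for rd10-vehicle (0.266 to 0.297) and 0.217 for rd10-TMB (0.202 to 0.233), over 1310 genes.

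A more directed question was whether genes that differ between rd10 and WT moved toward WT under TMB. Genes were chosen on the mean of both rd10 libraries, so that neither was favoured. In MG-like cells, 169 genes were at least 2-fold higher in rd10 than in WT. Their median log2 ratio of rd10-TMB to rd10-vehicle was -0.24 (-0.29 to -0.20), and 79.9% were lower in rd10-TMB. Simulated libraries with no treatment effect gave -0.00. Taking classes from another clustering moved this value most, to -0.16. The 50 genes at least 2-fold lower in rd10 had a median of 0.06 (-0.03 to 0.16), not distinguishable from no shift at this depth. The genes higher in rd10 also had medians below 0 in rod-like cells (-0.44; -0.55 to -0.33; 47 genes), RBC-like cells (-0.33; -0.48 to -0.19; 29 genes), cone-like cells (-0.20; -0.34 to -0.06; 20 genes) and endothelial-like cells (-0.20; -0.28 to -0.13; 53 genes). In ON cone bipolar-like cells the interval included 0 for the 10 genes higher in rd10 (-0.17; -0.35 to 0.02) and for the 22 genes lower in rd10 (0.10; -0.07 to 0.26). The 98 endothelial-like genes lower in rd10 had a median of 0.29 (0.20 to 0.39). In cluster 10 the 26 genes lower in rd10 had a median of 0.76 (0.56 to 0.96) and the 20 genes higher in rd10 one of -0.43 (-0.58 to -0.29). The amacrine content of this cluster differed in the same order, with 7 amacrine markers at 1469 CPM in WT, 254 CPM in rd10-vehicle and 727 CPM in rd10-TMB, so its distances and shifts are not read as a change within cells.

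The study picked 8 stress-related genes in MG from these libraries, so their change here is not independent evidence. In MG-like cells all 8 were lower in rd10-TMB than in rd10-vehicle, with a median log2 ratio of -0.47 (-0.51 to -0.43). This lay at percentile 0 of 10000 random lists of matched expression. Leaving out the 5% of cells with the most UMIs moved it most, to -0.56. Against WT the median was 2.81 in rd10-vehicle (2.70 to 2.92) and 2.43 in rd10-TMB (2.32 to 2.55), so the larger part of the rise was present in both rd10 libraries. With k-means classes, which left reactive cells out of the class, these medians were 1.96 and 1.55. Lcn2 (chromosome 2, 32384637 to 32387739, mm10) had 39.8 CPM in WT, 545 CPM in rd10-vehicle and 307 CPM in rd10-TMB, a log2 ratio of rd10-TMB to rd10-vehicle of -0.83 (-0.87 to -0.78). Its UMIs came from 653 of 2492 rd10-vehicle cells and 300 of 1748 rd10-TMB cells. Gfap (chromosome 11, 102887336 to 102897200) had 16.3, 339 and 223 CPM, a ratio of -0.61 (-0.67 to -0.55). By immunoblot of whole retinas of dark-reared mice, the study found GFAP protein raised in rd10 but not changed by TMB. That is protein of the whole retina and not RNA of 1 class. C4b (chromosome 17, 34728139 to 34743902) had 20.2, 211 and 123 CPM, a ratio of -0.78 (-0.86 to -0.71). The ratios of Mt1, Mt2, Atf3, Nupr1 and Cd44 were -0.32, -0.47, -0.41, -0.34 and -0.47.

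The study also picked 13 genes raised by TMB in MG. In MG-like cells all 13 were higher in rd10-TMB than in rd10-vehicle, with a median log2 ratio of 0.53 (0.49 to 0.57), at percentile 100 of the random lists. Against WT their median was -0.91 in rd10-vehicle (-0.98 to -0.84) and -0.28 in rd10-TMB (-0.33 to -0.22). Ciart (chromosome 3, 95878500 to 95882257) changed most, with 150 CPM in WT, 20.8 CPM in rd10-vehicle and 69.2 CPM in rd10-TMB, a ratio of 1.73 (1.58 to 1.89). Shisal2b (chromosome 13, 104845283 to 104863893) had 240.1, 102 and 198 CPM, a ratio of 0.96 (0.88 to 1.04). Dbp (chromosome 7, 45705100 to 45710203) had 587, 297 and 514 CPM, a ratio of 0.79 (0.74 to 0.83). The ratios of Id1, Per3, Hlf, Zfp467, Col9a1, Gngt1, Mif, Cav1, Rcn2 and Id3 ranged from 0.33 in Id3 to 0.60 in Id1. In rd10-vehicle only Gngt1 was above WT, at 0.47 (0.33 to 0.63), and in rd10-TMB Gngt1 at 0.91 (0.77 to 1.06) and Id3 at 0.21 (0.15 to 0.27) were above WT beyond counting error.

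**Figure D2:**
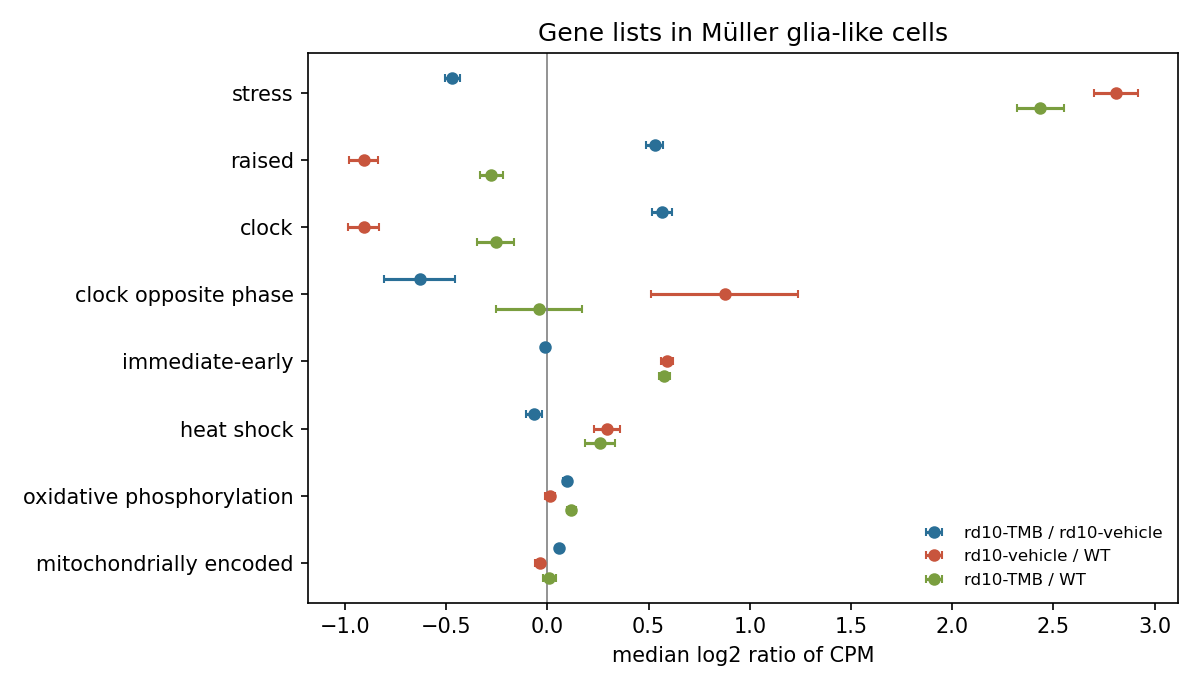
Median log2 ratio of CPM (horizontal axis) for each gene list in MG-like cells and each pair of libraries, with 95% counting intervals as error bars. The stress list was at -0.47 and the raised list at 0.53 for rd10-TMB over rd10-vehicle.

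Several raised genes belong to the circadian clock, and 10 clock genes of one phase and 5 of the opposite phase were followed, using in each class those with at least 20 UMIs over the compared libraries. In MG-like cells the clock list had a median log2 ratio of rd10-TMB to rd10-vehicle of 0.56 (0.51 to 0.61), with 9 of 10 genes higher. Nr1d1 was the exception at -0.06. Dbp, Ciart, Per3 and Hlf are also on the raised list and were thus picked from these libraries. The 6 genes not on that list had a median of 0.45 (0.38 to 0.53) in MG-like cells, 0.85 (0.51 to 1.19) in endothelial-like cells and -0.02 (-0.15 to 0.11) in RBC-like cells. This split was made after the values had been seen. Another clustering moved the median of the 10 genes most, to 0.46. Against WT the median was -0.91 in rd10-vehicle (-0.99 to -0.83) and -0.26 in rd10-TMB (-0.35 to -0.16). The opposite-phase list had a median of -0.63 (-0.81 to -0.45) for rd10-TMB over rd10-vehicle. Arntl was at -0.77, Clock at -0.63, Npas2 at -1.18 and Nfil3 at -0.11, while Cry1 was higher at 0.44. The clock list was also higher in rd10-TMB in endothelial-like cells (1.04; 0.80 to 1.28) and astrocyte-like cells (0.56; 0.33 to 0.79). It was not distinguishable from no change in RBC-like (0.02; -0.07 to 0.10), ON cone bipolar-like (0.11; -0.01 to 0.23), cone-like (0.06; -0.10 to 0.21), OFF cone bipolar-like (0.04; -0.10 to 0.18) and rod-like cells (0.25; -0.02 to 0.51). It was lower in rd10-TMB in cluster 10 (-0.25; -0.44 to -0.07) and cluster 6 (-0.17; -0.33 to -0.01).

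**Figure D3:**
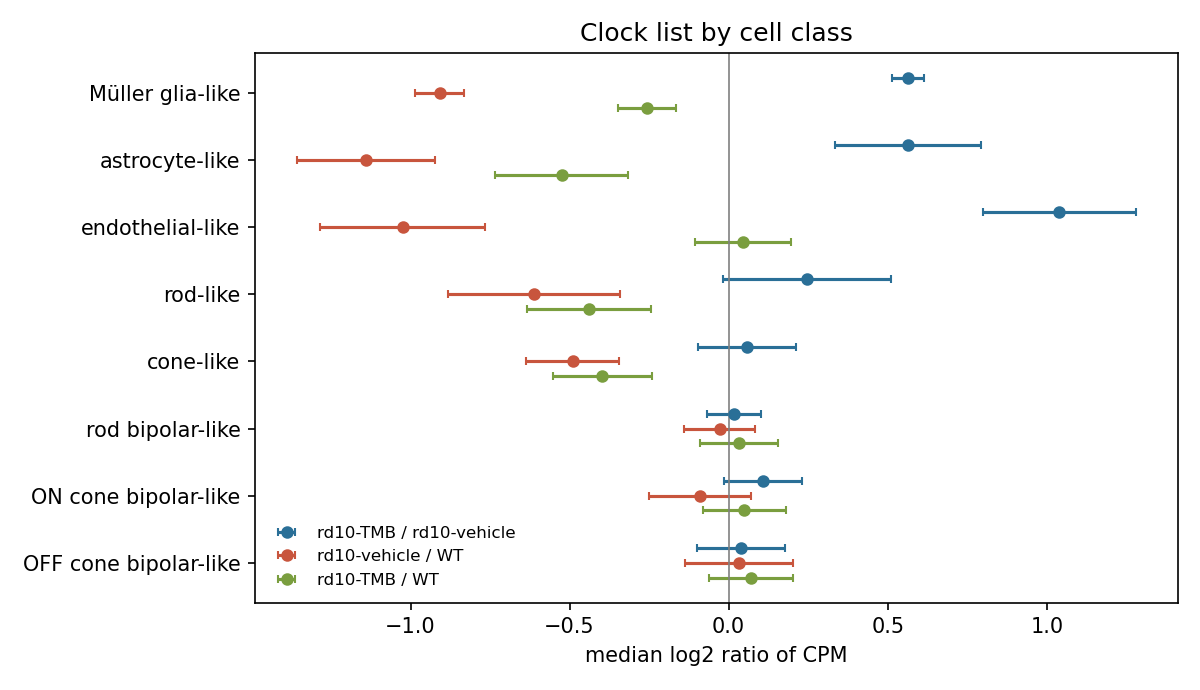
Median log2 ratio of CPM of the clock genes with enough UMIs, 8 to 10 per class (horizontal axis), in each class and pair of libraries, with 95% counting intervals as error bars. For rd10-TMB over rd10-vehicle it was 0.56 in MG-like, 1.04 in endothelial-like and 0.02 in RBC-like cells.

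Oxidative phosphorylation was examined with 94 nuclear genes of the respiratory chain, of which 88 to 91 had enough UMIs in the classes named here. Their median log2 ratio of rd10-TMB to rd10-vehicle was 0.10 in MG-like cells (0.08 to 0.12), 0.11 in rod-like (0.07 to 0.15), 0.13 in RBC-like (0.10 to 0.16), 0.09 in ON cone bipolar-like (0.06 to 0.12) and 0.12 in cone-like cells (0.09 to 0.15). It lay above the 99th percentile of the matched random lists in these 5 classes. Thinning each cell to 1000 UMIs moved the MG-like value most, to 0.12. For rd10-vehicle over WT the median was 0.01 in MG-like (-0.01 to 0.04), 0.13 in rod-like (0.09 to 0.17), -0.06 in RBC-like (-0.09 to -0.02), 0.22 in ON cone bipolar-like (0.19 to 0.26) and -0.01 in cone-like cells (-0.04 to 0.03). The 13 mitochondrially encoded genes had medians for rd10-TMB over rd10-vehicle of 0.05 in MG-like, -0.07 in rod-like, -0.08 in RBC-like, 0.04 in ON cone bipolar-like and -0.01 in cone-like cells. The last 2 intervals included 0 and their signs varied among alternatives, and the rod-like value changed sign when cells with a mitochondrial share over 10% were left out.

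The study also picked Arr3, Fos, Fosb, Junb, Drd4 and Cartpt in cones from these libraries, so their direction here is not independent evidence. In cone-like cells, Arr3, the cone arrestin gene (chromosome X, 100605480 to 100618493), had 4757 CPM in WT, 3714 CPM in rd10-vehicle and 5007 CPM in rd10-TMB. The log2 ratio of rd10-TMB to rd10-vehicle was 0.43 (0.39 to 0.47), and against WT it was -0.36 in rd10-vehicle and 0.07 in rd10-TMB. With only the WT cells that had Xist and no Y-linked UMI, the ratios to WT were -0.16 and 0.27, so the place of rd10-TMB against WT depends on the sex of the WT cells taken. Thinning each cell to 1000 UMIs moved the ratio to rd10-vehicle most, to 0.53. Opn1sw had 8253, 6541 and 6455 CPM and Opn1mw 5199, 5017 and 4769 CPM, with ratios of rd10-TMB to rd10-vehicle of -0.02 (-0.05 to 0.01) and -0.07 (-0.11 to -0.04). The sign of the first of these changed between alternatives. Fos, Fosb and Junb had a median log2 ratio of rd10-TMB to rd10-vehicle of -0.47 (-0.57 to -0.36), and their medians against WT were 1.25 in rd10-vehicle (1.10 to 1.41) and 0.79 in rd10-TMB (0.66 to 0.91). The ratio to rd10-vehicle moved most, to -0.65, when each cell was thinned to 1000 UMIs. Fos (chromosome 12, 85473890 to 85477274) had 1536, 3259.5 and 2574 CPM, Fosb 288, 689 and 498 CPM, and Junb 93.3, 527 and 314 CPM. Drd4 (chromosome 7, 141291974 to 141296464), a dopamine receptor gene, had 207, 246 and 147 CPM, a ratio of -0.74 (-0.95 to -0.55). Cartpt, a neuropeptide gene, rested on 16, 87 and 15 UMIs, with a ratio of -2.22 (-3.19 to -1.50). The ratio was -1.15 with a mitochondrial share of 10% or less.

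**Figure D4:**
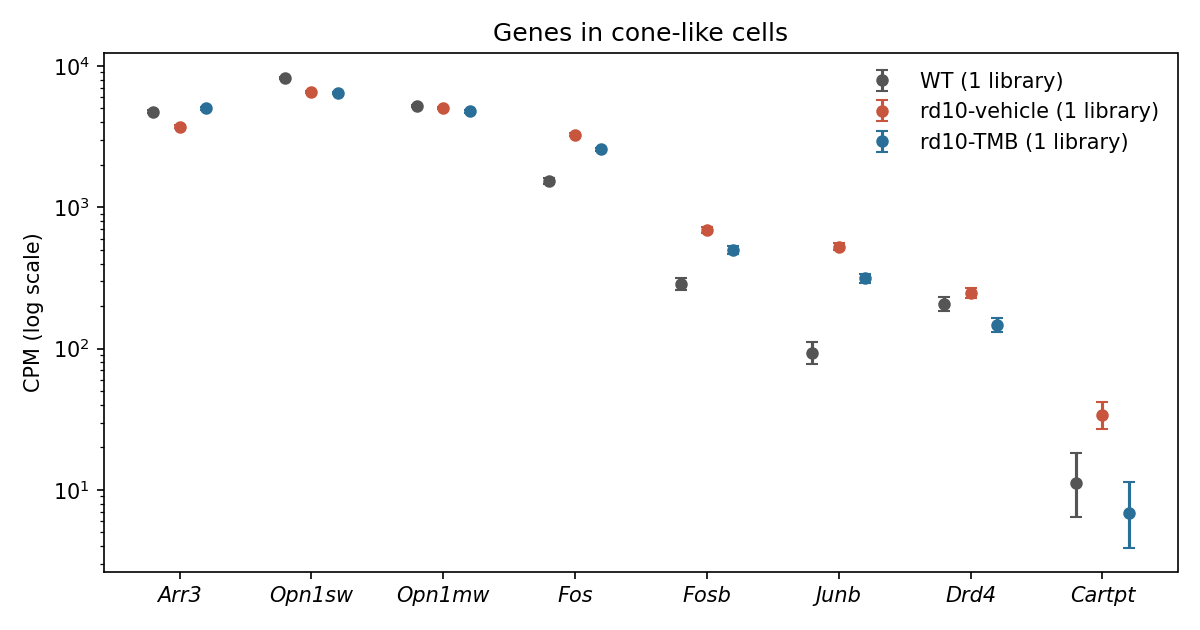
CPM (log axis) of the cone gene list in cone-like cells of the WT, rd10-vehicle and rd10-TMB libraries (1 library each), with exact 95% Poisson intervals as error bars. Arr3 was at 4757, 3714 and 5007 CPM, and Junb at 93.3, 527 and 314 CPM.

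Immediate-early genes, which also rise during tissue dissociation, were followed in each class with a list of 16 genes, of which 15 or 16 had enough UMIs except in amacrine-like cells (11), cluster 10 (10) and cluster 6 (12). Their median log2 ratio of rd10-TMB to rd10-vehicle was -0.43 in cone-like cells (-0.50 to -0.36), -0.23 in RBC-like (-0.40 to -0.07), -0.14 in rod-like (-0.28 to -0.00), -0.01 in MG-like (-0.02 to -0.00) and 0.20 in ON cone bipolar-like cells (0.11 to 0.29). It was highest in the few amacrine-like cells, at 0.68 (0.52 to 0.83; 11 of 11 genes higher), and was 0.03 in OFF cone bipolar-like (-0.07 to 0.13), 0.03 in endothelial-like (0.01 to 0.05), 0.02 in astrocyte-like (-0.03 to 0.06), -0.06 in cluster 10 (-0.27 to 0.16) and -0.05 in cluster 6 (-0.27 to 0.18). Averaging over cells moved the cone-like value most, to -0.39. The MG-like value changed sign under 4 alternatives and is not read as a difference. Against WT the list was higher in rd10-vehicle in MG-like (0.59), rod-like (1.53), RBC-like (1.26) and cone-like cells (1.07), and not in ON cone bipolar-like cells (0.02; -0.11 to 0.16). It was also higher in OFF cone bipolar-like (0.31), endothelial-like (0.73) and astrocyte-like cells (0.41). It was lower in cluster 6 (-0.52; -0.76 to -0.28; 11 genes). The interval included 0 in amacrine-like cells (0.20; -0.03 to 0.43) and cluster 10 (0.25; -0.06 to 0.56). The 8 heat shock genes had a median of -0.07 in MG-like cells (-0.10 to -0.03) for rd10-TMB over rd10-vehicle.

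Transcripts of rod markers outside rods were measured because the libraries held different numbers of rods. The 17 rod markers gave 0.125% of UMIs of MG-like cells in WT, 0.173% in rd10-vehicle and 0.187% in rd10-TMB. In RBC-like cells they gave 0.133%, 0.0817% and 0.124%, and in endothelial-like cells 0.0779%, 0.0302% and 0.0576%. In rod-like cells they gave 6.57%, 6.38% and 6.78%. The median log2 ratio of rd10-TMB to rd10-vehicle of these markers was 0.07 in MG-like, 0.53 in RBC-like, 0.65 in ON cone bipolar-like, 0.05 in cone-like and 0.98 in endothelial-like cells, over the 16 or 17 markers with enough UMIs. The MG-like value ranged from 0.057 to 0.283 over the alternatives, with the highest from k-means classes. The cone-like value ranged from -0.090 to 0.199 and changed sign.

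Where the receptors for the drugs are transcribed was examined over all libraries, with 17 of 20 listed receptor and enzyme genes present in the matrix. Adrb1, the beta-1 receptor gene, had 485 CPM in cone-like, 300.4 CPM in RBC-like and 164 CPM in OFF cone bipolar-like cells. After thinning to 1000 UMIs it was seen in 38.7% of cone-like cells (36.0 to 41.5%; 80.0% unthinned, median depth 5125.5 UMIs) and 23.9% of RBC-like cells (65.2% unthinned, median depth 4090.0 UMIs). In MG-like cells, which served as background, it was seen in 0.190% (2.14% unthinned, median depth 8652.5 UMIs). In cone-like cells Adrb1 had 639 CPM in WT, 407 CPM in rd10-vehicle and 475 CPM in rd10-TMB. Drd2, the D2 receptor gene, had 121 CPM in RBC-like cells and was seen in 11.8% of them after thinning (37.9% unthinned), against 0.0846% in MG-like cells (0.608% unthinned). Drd4 had 493 CPM in rod-like and 202 CPM in cone-like cells. It was seen in 37.1% of rod-like cells (49.0% unthinned, median depth 1454.5 UMIs) and 19.1% of cone-like cells (55.1% unthinned) after thinning, against 0.569% of RBC-like cells (2.53% unthinned). Drd1 had 240.1 CPM in ON cone bipolar-like cells and was seen in 20.7% after thinning (43.1% unthinned, median depth 3101 UMIs), against 0.250% in cone-like cells (0.812% unthinned). Among the alpha-1 receptor genes Adra1a, Adra1b and Adra1d, the highest value in any class with pooled values was 11.0 CPM, for Adra1b in ON cone bipolar-like cells. Thinning left out 348 WT, 166 rd10-vehicle and 203 rd10-TMB cells that were too shallow.

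The genes with the largest ratios were listed by a fixed rule. In MG-like cells, the highest for rd10-TMB over rd10-vehicle were Prss56 (1.97; 1.58 to 2.40), Ciart, Per2 (1.48; 1.16 to 1.82), Gsx1 (1.05; 0.67 to 1.45) and Npy (1.03; 0.79 to 1.27). The lowest were the haemoglobin genes Hbb-bt, Hba-a2, Hba-a1 and Hbb-bs, whose UMIs came almost wholly from 1 rd10-vehicle cell, and Cxcl10 (-1.86; -2.11 to -1.63). For rd10-vehicle over WT the highest were these haemoglobin genes and Cxcl10, which had 834 UMIs in rd10-vehicle and 0 in WT. The lowest were Ciart (-2.85), Ccl27a (-2.28), Rmst (-1.64), AI480526 (-1.63) and Abca6 (-1.61). For rd10-TMB over WT the highest were Fosl1, with 211 UMIs against 0, Timp1 (4.27), Gfap (3.75), Trim30a (3.71) and Ifit1 (3.47), and the lowest were Olfr655 (-2.12), Ccl27a (-2.11), Prss56 (-1.68), Pcp4 (-1.66) and Grin2b (-1.65). Hbb, Hba, Ccl27a, Trim30a and Ifit1 belong to families of near-identical copies, and their counts are uncertain.

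For rd10-TMB over rd10-vehicle in rod-like cells, the highest were Hist3h2a (0.73), Kcnv2 (0.65) and Rps26 (0.65), and the lowest Cebpd (-1.25), E2f6 (-1.18) and 6430562O15Rik (-1.13). In RBC-like cells the highest were Hbb-bs, Hba-a2 and Hba-a1, again from 1 cell, and the lowest Ociad2 (-0.94), A2m (-0.91) and Clu (-0.82). In ON cone bipolar-like cells the highest included the rod transcripts Pdc (1.09) and Gnat1 (1.07), and the lowest were Nmt1 (-0.66), Psmc1 (-0.66) and Slc38a2 (-0.64). In cone-like cells the highest were Diras2 (0.81), Kdm7a (0.79) and Rbm3 (0.78), and the lowest Nrxn3 (-1.37), Zfp36 (-1.12) and Ptprn (-1.12).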

Values the study reported

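The study reported 4478 cells from WT mice, 5952 cells from rd10-vehicle mice and 4812 cells from rd10-TMB mice. In the Müller glia of rd10 mice it reported 279 genes as lower and 204 genes as higher under TMB. In rod bipolar cells it reported 109 genes as higher and 162 as lower in rd10-vehicle than in WT, against 30 higher and 38 lower in rd10-TMB. In its ON cone bipolar cluster it reported 7 lower and 58 higher genes under TMB, and in cones 18 lower and 20 higher genes. These counts come from a test over cells.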

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

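In this part, the joining of ON-like clusters 3 and 10 together was chosen after the data had been seen. In all, 94 results were recomputed under up to 14 settings, which gave 857 alternative values. Of these, 617 stayed within the counting interval of the reported value, 233 moved outside it and 7 changed sign where that interval lay wholly on one side of 0. Values with an interval that included 0 also changed sign in places and are counted by the interval alone. Distances and shares have no sign and could not count as changed, although the order of the MG-like distances turned round in some settings. For the 15 results that answer the comparisons of the report there were 139 alternative values: 98 stayed within the interval, 41 moved outside it and 0 changed sign in this sense. No scaling moved the median of all genes by more than 0.1 on the log2 scale. The median of the raised list in MG-like cells stayed within its interval under all 9 alternatives, between 0.49 and 0.55. No paired analysis was possible because each group has 1 library and the comparisons have no replicates.

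Weighting cells equally gave -0.53 for the stress list and 0.51 for the clock list in MG-like cells, 0.038 and 0.077 for the oxidative phosphorylation set in ON cone bipolar-like and cone-like cells, and MG-like distances to WT of 0.223 for rd10-vehicle and 0.219 for rd10-TMB. Thinning each cell to 1000 UMIs gave -0.54 for the stress list, 0.51 for the clock list and 0.12 for the oxidative phosphorylation set in MG-like cells. In cone-like cells it gave -0.65 for Fos, Fosb and Junb and 0.53 for Arr3. It also gave MG-like distances of 0.230 and 0.244, and 0.18 for the genes lower in rd10. Leaving out the 5% of cells with the most UMIs gave -0.56 for the stress list. The cause was not tested for any of these.

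The k-means classes gave 0.46 for the clock list in MG-like cells, 0.16 for the oxidative phosphorylation set in ON cone bipolar-like cells, MG-like distances of 0.178 for rd10-vehicle and 0.171 for rd10-TMB, -0.16 for the genes higher in rd10 and a rod-like share of 22.7% in WT. This class held 2305 MG-like cells in place of 4770, since the naming rule left clusters with MG markers unnamed. Among these, Lcn2 was a leading gene of a cluster of 828 cells (9 WT, 586 rd10-vehicle and 233 rd10-TMB) and of one of 346 cells (4, 205 and 137), so the cells left out differed between libraries. Clusters of 640, 339 and 72 cells with many MG markers stayed unnamed too. Joining ON-like clusters 3 and 10 gave 0.14 for the oxidative phosphorylation set. The cause was not tested.

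Restricting WT to cells with Xist and no Y-linked UMI gave MG-like distances of 0.225 for rd10-vehicle and 0.226 for rd10-TMB, and -0.20 for the genes higher in rd10. Keeping cells with a mitochondrial share of 10% or less gave 0.21996 and 0.212, and keeping cells with at least 1000 genes gave 0.208 for rd10-TMB. The cause was not tested. A minimum of 20 UMIs gave 0.235 and 0.222, and one of 200 UMIs gave 0.179 and 0.178 and 0.18 for the genes lower in rd10, where the set of genes itself was changed. A 1.5-fold limit, which admits genes that differ less from WT, gave -0.16 for the genes higher in rd10. The order of the MG-like distances turned round in 3 settings: thinning, cells with at least 1000 genes and WT cells with Xist only. The statement that rd10-TMB was nearer to WT in MG-like cells thus depends on the setting.

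For the rod-like share, keeping cells with at least 1000 genes gave 9.44% in WT, 2.39% in rd10-vehicle and 5.28% in rd10-TMB, since rod-like cells had a median of only 1454.5 UMIs. Leaving MG-like cells out of the denominator gave 29.9%, 16.1% and 24.3% by construction. A mitochondrial share of 10% or less gave 29.6% in WT. The cause was not tested.

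The immediate-early list in MG-like cells became 0.0095 with size factors, 0.0037 with mitochondrial and ribosomal protein genes left out of the total, 0.00040 with a mitochondrial share of 10% or less and 0.045 with k-means classes. With a mitochondrial share of 10% or less, the mitochondrially encoded genes in rod-like cells became 0.024 and Opn1sw for rd10-vehicle over WT in cone-like cells went from -0.34 to 0.037, so its fall from WT depends on that filter. With WT cells with Xist only, Opn1mw for rd10-vehicle over WT became 0.072. The cause was not tested. Of the other 79 results, 519 of 718 alternative values stayed within the interval and 192 moved outside it. Depth limits the WT comparisons in MG-like cells, where WT held 3319917 UMIs against 22198511 in rd10-vehicle. In rod-like cells it limits rd10-vehicle, with 860691 UMIs against 1798095 in WT.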

Other observations

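The tests of the clock across classes and of its opposite phase, of ribosomal protein genes, of the immediate-early list in MG-like cells, of rod transcripts in MG-like and RBC-like cells, of rod transcripts beside Gngt1, of Gngt1 carried by rod RNA, of free RNA of Cryab and Snhg11 and of amacrine-like cells per RBC-like cell were chosen after the result had been seen.

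Clock genes were higher in rd10-TMB than in rd10-vehicle in MG-like, endothelial-like and astrocyte-like cells, while rd10-vehicle lay below WT. In rod-like and cone-like cells both rd10 libraries lay below WT. The list medians there were -0.61 and -0.49 for rd10-vehicle and -0.44 and -0.40 for rd10-TMB. In amacrine-like cells, cluster 6 and cluster 10 both rd10 libraries lay above WT, with rd10-vehicle at 0.26, 0.38 and 0.47. A difference in collection time that moves every class alike is argued against by the RBC-like cells, where the median of the 10 genes was 0.017 (-0.07 to 0.10). RBC-like cells of rd10-vehicle did not differ from WT either, at -0.03 (-0.14 to 0.08), so a weak response of this class would look the same. The 6 clock genes that the study had not picked gave -0.02 (-0.15 to 0.11) there and 0.45 (0.38 to 0.53) in MG-like cells. The opposite-phase genes moved down in MG-like cells, with a median of -0.63 (-0.81 to -0.45), as a shifted phase would have it, although Cry1 of this list was higher at 0.44 and Nr1d1 of the clock list was not, at -0.06. In endothelial-like and astrocyte-like cells only 3 opposite-phase genes could be read, at -0.35 (-0.79 to 0.08) and -1.09 (-1.96 to -0.23), the latter from 33 rd10-TMB cells, so the shifted phase rests mainly on MG-like cells. A higher glucocorticoid signal stays open. The 5 other glucocorticoid-responsive genes had a median of 0.042 (-0.08 to 0.17) at percentile 79.3, with Zbtb16 at 0.42 but Klf9 at -0.28 and Sgk1 at -0.20, so members went both ways and the test decides nothing. Of 2 other responsive genes outside this list, Tsc22d3 was at 0.91 (0.72 to 1.10) and Ddit4 at -0.05 (-0.14 to 0.05). Collection times are not given, and a time difference to which classes respond unequally may be the cause as well, with cluster 6 moving the other way at -0.17, so time of collection and treatment cannot be told apart for these classes. That TMB acts on the retinal clock is an untested hypothesis.

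Oxidative phosphorylation genes were slightly higher in rd10-TMB in 5 classes. A trend of short transcripts other than ribosomal protein genes is argued against by random lists matched on expression and transcript length. These lists were drawn without ribosomal protein genes, so they do not speak for those. Their median was 0.022 (-0.00 to 0.05) in MG-like cells against 0.09 for the set members with a length. Ribosomal protein genes were higher in rd10-TMB as well, beyond counting error in 5 of the 5 classes. Their median was above that of the set in MG-like (0.13; 0.12 to 0.14) and rod-like cells (0.20; 0.17 to 0.23), and below it in RBC-like (0.042; 0.02 to 0.06), ON cone bipolar-like (0.057; 0.03 to 0.08) and cone-like cells (0.089; 0.07 to 0.11), so the change was shared in direction but not in size. A shared change of short, abundant housekeeping transcripts may therefore be technical or biological, and the mitochondrially encoded genes did not follow it in rod-like or RBC-like cells. What drives it stays open, with TMB among the untested explanations.

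Fos, Fosb and Junb, which the study had picked in cones from these same libraries, were lower in rd10-TMB than in rd10-vehicle in cone-like cells. A harsher dissociation of the rd10-vehicle retinas that acts on each class is argued against by the immediate-early list, at -0.010 in MG-like cells and 0.20 in ON cone bipolar-like cells. Free RNA from MG-like cells, estimated from the median of several MG transcripts seen in cone-like cells, would give 7.37% of the rd10-vehicle level of Junb and less of Fos and Fosb. Taken from the single highest MG transcript instead, the share for Junb rose to 44.0%, so its size is uncertain. Its direction argues against it all the same, since the estimated free level of Junb was 38.8 CPM in rd10-vehicle and 51.1 CPM in rd10-TMB, which would narrow the difference and not make it. That cones of rd10-TMB mice were less active or less stressed is a hypothesis. A dissociation effect confined to photoreceptors and RBC was not tested and stays open.

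Gngt1, a rod transducin gene, was among the genes higher in rd10-TMB in MG-like cells, at 0.44 (0.37 to 0.50). More rod RNA from the larger number of rod-like cells in rd10-TMB does not by itself account for this, since Sag, Gnat1, Pdc and Pde6g had a median of 0.048 (0.01 to 0.09) in the same cells. With k-means classes this median was 0.30, but Gngt1 was then at 0.58, still above it. Gngt1 was however also higher within rod-like cells, with 8021 CPM in rd10-vehicle and 10114 CPM in rd10-TMB, a ratio of 0.33 (0.29 to 0.38). Rod RNA carried in MG-like cells would then give Gngt1 a ratio of 0.35 (0.28 to 0.41), which overlaps the measured one. Carried rod RNA may thus account for most of the change in this setting. The gap was wider with cells thinned to 1000 UMIs, at 0.54 measured against 0.32 carried. For the mean over cells it was 0.57 against 0.38. With k-means classes the carried value, 0.62, lay above the measured 0.58. The part that carried rod RNA accounts for thus depends on the setting. A change of Gngt1 in MG themselves is not excluded and stays open. The rise was also not confined to rod-like and MG-like cells. In cone-like cells Gngt1 had 3507 CPM in rd10-vehicle and 3903 CPM in rd10-TMB, a ratio of 0.15 (0.11 to 0.20). In ON cone bipolar-like cells it had 2229 and 2722 CPM, a ratio of 0.29 (0.22 to 0.36). The ratio in OFF cone bipolar-like cells was 0.33 (0.22 to 0.43). What drives this wider rise was not tested.

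Rod transcripts outside rods followed different patterns. In RBC-like cells the rod marker share was 0.0817% in rd10-vehicle, below 0.133% in WT and 0.124% in rd10-TMB, and the same order held in ON cone bipolar-like and endothelial-like cells. That is what free rod RNA would give, and it may account for Pdc and Gnat1 among the highest genes of ON cone bipolar-like cells. In OFF cone bipolar-like and amacrine-like cells rd10-vehicle was lowest too, but rd10-TMB lay above WT, which the number of rods alone would not give. In MG-like cells the share was 0.173% in rd10-vehicle, above 0.125% in WT, although rd10-vehicle had the fewest rod-like cells. Free rod RNA is argued against there. Uptake of rod debris by MG in rd10 is an untested hypothesis, and transcription in MG stays open as well.

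Haemoglobin genes stood at the extremes of the ratios. In rd10-vehicle MG-like cells, 99.8% of their UMIs came from 1 cell, with 5487 of 5496 UMIs, and in rd10-TMB RBC-like cells 3846 of 3847 UMIs came from 1 cell. Both cells may be doublets with a red blood cell, so these ratios carry no information on the treatment. Cells of that kind remained although doublets had been removed before deposit.

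Amacrine-like cells were few in both rd10 libraries. Placement of rd10 amacrine cells in other clusters is argued against, since only 9 cells outside these clusters in rd10-vehicle had UMIs of 3 or more of 7 amacrine markers, against 142 in WT and 22 in rd10-TMB. The larger share of MG-like cells is argued against as well, with 0.144 amacrine-like cells per RBC-like cell in rd10-vehicle against 1.87 in WT. Poorer recovery in dissociation stays open. The amacrine markers gave 25.6 CPM in rd10-vehicle rod-like cells, 17.4 CPM in rd10-TMB and 142 CPM in WT, and this free RNA would fall both with a loss of cells before dissociation and with a loss at a later step, so these cannot be told apart. With 1 library per group, the WT dissociation itself may have been the unusual one.

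Genes that differed alike from WT in 5 classes of both rd10 libraries numbered 4, namely Snhg11, Cryab, H2-D1 and AC149090.1, of which 3 had a position. Another genetic background around Pde6b (chromosome 5, 108388373 to 108431743) could not be judged, since 0 of the 3 lay within 20 Mb and only 118 of 5112 tested genes did. Snhg11 had 4375 CPM in WT amacrine-like cells and Cryab 81738 CPM in rd10-vehicle lens-like cells, and free RNA of such cells was weighed. It is too small for Cryab in MG-like cells, with 1154 CPM in WT and 2217 CPM in rd10-vehicle, since the highest Cryab level in rod-, RBC-, ON cone bipolar- and cone-like cells was at most 7.76% of the rise. It is too small for Snhg11 in ON cone bipolar-like cells, with 693 CPM in WT and 201 CPM in rd10-vehicle. The highest level in WT rod-, RBC-, cone- and MG-like cells was at most 15.4% of the fall. WT endothelial-like cells, not used for this bound, had a higher level of 125 CPM. That level was still below the fall of 492 CPM in rd10-vehicle and 441 CPM in rd10-TMB. In the other classes free RNA of these genes stays open. Between rd10-TMB and rd10-vehicle, Nmt1 and Mettl1 were lower in all 5 classes, with medians over the classes of -0.66 and -0.57.

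Rbm3, a cold-inducible gene, was higher in rd10-TMB beyond counting error in 7 of 8 classes. A lower temperature of the animals or of the suspension is argued against by Cirbp, another such gene, which was higher in 0 of the 8 classes and lower in 1. No other explanation was tested.

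Lens-like cells came from both rd10 libraries and not from WT. A cluster of 9 keratin-expressing cells came from rd10-vehicle alone. Tissue from outside the retina carried over in the rd10 dissections would leave crystallin RNA outside the lens-like cells. Pooled over these other cells, it was found at 71.8 CPM in rd10-vehicle and 43.4 CPM in rd10-TMB against 2.12 CPM in WT. The order of the rd10 libraries differed by class. Rod-like cells had 99.9 CPM in rd10-vehicle and 143 CPM in rd10-TMB, against 2.78 CPM in WT. MG-like cells had 37.9 and 28.5 CPM, against 1.51 CPM in WT. Levels of these crystallins in rd10 cells of this series may thus be free RNA, and a change of crystallin genes in rd10 retina was not tested apart from it.

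Lcn2 was seen in a part of the MG-like cells only. Its UMIs were found in 653 of 2492 MG-like cells of rd10-vehicle, 300 of 1748 of rd10-TMB and 9 of 530 of WT. These are observed cells at unequal depth, and no explanation was tested.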
